# Impact of Long-Term Cannabidiol (CBD) Treatment on Mouse Kidney Transcriptome

**DOI:** 10.3390/genes15121640

**Published:** 2024-12-21

**Authors:** Mikołaj Rokicki, Jakub Żurowski, Sebastian Sawicki, Ewa Ocłoń, Tomasz Szmatoła, Igor Jasielczuk, Karolina Mizera-Szpilka, Ewelina Semik-Gurgul, Artur Gurgul

**Keywords:** cannabidiol, CBD, RNA-seq, mouse model, kidney

## Abstract

Background: Cannabidiol, which is one of the main cannabinoids present in *Cannabis sativa* plants, has been shown to have therapeutic properties, including anti-inflammatory and antioxidant effects that may be useful for treatment of various kidney conditions. Objectives: This article investigates the effect of long-term cannabidiol (CBD) treatment on changes in the renal transcriptome in a mouse model. The main hypothesis was that systematic CBD treatment would affect gene expression associated with those processes in the kidney. Methods: The study was conducted on male C57BL/6J mice. Mice in the experimental groups received daily intraperitoneal injections of CBD at doses of 10 mg/kg or 20 mg/kg body weight (b.w.) for 28 days. After the experiment, kidney tissues were collected, RNA was isolated, and RNA-Seq sequencing was performed. Results: The results show CBD’s effects on changes in gene expression, including the regulation of genes related to circadian rhythm (e.g., *Ciart*, *Nr1d1*, *Nr1d2*, *Per2*, and *Per3*), glucocorticoid receptor function (e.g., *Cyp1b1*, *Ddit4*, *Foxo3*, *Gjb2*, and *Pck1*), lipid metabolism (e.g., *Cyp2d22*, *Cyp2d9*, *Decr2 Hacl1*, and *Sphk1*), and inflammatory response (e.g., *Cxcr4* and *Ccl28*). Conclusions: The obtained results suggest that CBD may be beneficial for therapeutic purposes in treating kidney disease, and its effects should be further analyzed in clinical trials.

## 1. Introduction

Cannabidiol (CBD) is one of the most common cannabinoids extracted from *Cannabis sativa* [1]. It belongs to the class of terpenophenolic compounds and is represented by the C_21_H_30_O_2_ chemical formula [2]. Most current research into the medicinal values of cannabidiol indicates that it has anti-inflammatory, antioxidant, anxiolytic, antipsychotic, and analgesic properties [3]. The mechanism of action of CBD is complex and multi-dimensional. Briefly, CBD interacts with the endocannabinoid system, showing low affinity for cannabinoid receptors CB1 and CB2, and acts as an inverse agonist for CB2 [4]. CBD affects ion channels, most notably by potentiation of the activity of hyperpolarization-activated cyclic nucleotide-gated channels—HCN4 channels—which are important in physiological functions, including cardiac pacemaker function [5]. Furthermore, it modulates synaptic coordination by inhibiting the pro-excitatory effects of lysophosphatidylinositol (LPI) at GPR55 receptors (G protein-coupled receptor 55), thus reducing hyperexcitability and seizure activity [6]. CBD also activates 5-HT1A (serotonin 1A) receptors, which are associated with its anxiolytic and antiepileptic effects [7]. Moreover, CBD interacts with the transient receptor potential (TRP) channels, especially TRPV1-4 and TRPA1, contributing to its diverse pharmacological effects, including anti-inflammatory and analgesic effects [8].

Some available studies have also revealed that CBD has impacts on renal functions and could be beneficial in the treatment of certain kidney disorders [9]. It has been suggested that inhibition of the CB1 receptor may improve renal function in both chronic and acute models of kidney injury through decreased levels of blood urea nitrogen, serum creatinine, and albuminuria. On the other hand, activation of CB2 receptors showed a promising effect in attenuating renal impairment in terms of a decrease in serum creatinine and albuminuria levels [10]. In addition, CBD has shown protective effects regarding doxorubicin-induced nephropathy, with improvements in markers of oxidative stress and inflammatory reaction in multiple animal models [11]. Other studies suggest that cannabinoids could additionally offer therapeutic potential for managing symptoms associated with renal failure, such as inflammation, pain, and nausea [9].

A look into the extant literature shows that the effects of CBD on various organs and physiological mechanisms are complex and not fully understood, especially at the molecular level [12]. Thus, the present study aimed to evaluate the long-term effect of CBD treatment on transcriptional profiles in renal tissues using a mouse model.

The principal hypothesis of the study was that systematic administration of CBD would result in remarkable changes in gene expression in the kidney, allowing for the identification of specific genes and molecular pathways related to the organism’s response to CBD and, therefore, a better understanding of its therapeutic implications in renal function.

## 2. Material and Methods

The experiment involved 12 male mice of the C57BL/6J strain, starting at an age of 60 days. Throughout the experiment, the mice were kept at a temperature of 22 °C (±2 °C) and a humidity level of 55% (±10%), with a light cycle of 12 h of light and 12 h of darkness. Mice were provided with ad libitum access to food and water. This study included three groups of mice, each consisting of 4 individuals. The experimental groups received a daily intraperitoneal injection of a CBD solution (200 μL) for 28 days. The CBD was dissolved in saline with 2% Tween 80, and the groups differed in CBD dosage, receiving either 10 mg/kg or 20 mg/kg of body weight (b.w.). The control group received saline (200 μL) with 2% Tween 80.

After the 28-day period, the mice were euthanized using inhalation anesthesia with isoflurane, followed by spinal cord transection. All animal procedures were reviewed and approved by the II Local Ethics Committee in Kraków (permission number 90/2022). After euthanasia, kidneys were collected for RNA isolation using Trizol reagent (Thermo Fisher, Waltham, MA, USA). The quality of the obtained RNA was assessed using TapeStaion 4150 (Agilent, Santa Clara, CA, USA) analysis and RNA integrity number evaluation (RIN > 8). The Poly(A) RNA Selection Kit (Lexogen, Wien, Austria) was used to purify RNA fragments containing polyadenine (poly(A)) tails. For library preparation, 50 ng of mRNA and the CORALL RNA-Seq V2 Library Prep Kit with UDIs (Lexogen, Wien, Austria) were used. The resulting libraries underwent quality assessment and were sequenced commercially with paired-end 2 × 150 bp reads on a NovaSeq6000 system (Illumina, San Diego, CA, USA), generating datasets with a minimum of 28 million reads per sample.

Quality control of raw reads was performed using FastQC software (v0.11.9). Sequence trimming and filtering were carried out using Flexbar software (3.5.0) [13]. The filtered reads were then mapped to the mouse GRCm39 reference genome using STAR software (2.7.5c) [14]. Read counts were obtained using Htseq-count software (1.99.2) [15]. Normalization and differential expression analyses were conducted using DESeq2 software [16] implemented in iDEP2.0 (integrated Differential Expression and Pathway analysis, v2.01) [17]. iDEP2.0 was also used for analyzing expression profile diversity through Principal Components Analysis (PCA) and hierarchical clustering based on Euclidean distance. Additionally, the software assessed the overrepresentation of differentially expressed genes in biological processes from the Gene Ontology (GO) database [18], as well as KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways, for visualization purposes only. Fisher’s exact test was applied for this purpose, using all known mouse genes as the background, and genes or processes with a corrected *p*-value (Benjamani–Hochberg correction) of <0.1 were considered significant.

Raw reads, as well as raw read counts, were deposited in the Gene Expression Omnibus (GEO) and Sequence Read Archive (SRA) databases from the National Center for Biotechnology Information (NCBI) under the accession number GSE275998.

The results of RNA-Seq were validated for four selected genes (*Ypel2*, *Dbp*, *Npas2*, and *Acmsd*) affected in at least one treatment using quantitative real-time PCR. The *Mrpl32* and *Ppia* genes were used as an endogenous control [19,20]. For cDNA synthesis, 500 ng of RNA was used with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific), following the manufacturer’s instructions. RT-qPCR was performed using the AmpliQ 5× HOT EvaGreen^®^ qPCR Mix Plus (ROX) kit (Novazym, Poznań, Poland) and primers designed to target mRNA sequences spanning two adjacent exons (sequences included in Supplementary File S1). Each sample was analyzed in triplicate on the QuantStudio 7 Flex system (Thermo Fisher Scientific). Relative gene expression levels were calculated using the ΔΔCt method.

To evaluate concordance in relative expression levels between RNA-Seq and RT-qPCR methods, correlation coefficient analysis was performed using mean expression values within groups. Statistical calculations were conducted with JASP 0.11.1 software. The Shapiro–Wilk test was used to assess data distribution, and the Spearman correlation coefficient was applied for the analysis due to the non-normal distribution of the data.

## 3. Results

The number of uniquely mapped reads ranged from approximately 19.5 to 28.7 million (M), with an average of 22.1 M (±2.9 SD M) per sample (Supplementary File S2). 

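Kidney RNA from 12 male C57BL/6J mice was sequenced after selection of poly(A) RNA, with 4 mice in the control group and 4 in each CBD-treated group and 1 library per mouse. The mice received daily injections of saline with Tween 80, without CBD or with 10 or 20 mg CBD/kg b.w., for 28 days. The authors trimmed and filtered the reads with Flexbar, mapped them to GRCm39 with STAR and counted them on Ensembl genes with htseq-count, and the deposited files hold these counts without normalization. The paper's text does not name the annotation release, the strand setting of the counting, how the molecular identifiers of the library kit were used or the time of day at which the mice of each group were killed. The total counted on genes ranged from 17946614 to 23532088 per library in the control group (median 20390000.5), from 15417867 to 21977253 in the group treated with 10 mg (median 18827497.5) and from 16306563 to 18219064 in the group treated with 20 mg (median 18106955). All values here use these counts. The uniquely mapped reads of Supplementary File S2, which the paper reports, also include reads outside genes and reads on more than 1 gene, and ranged from 19.5 to 28.8 M per library. Between 12.1% and 19.9% of the uniquely mapped reads lay on no gene and between 4.72% and 5.29% on more than 1 gene. Mitochondrial genes took between 3.53% and 23.4% of the counts, with a share under 10% in 1 control library, 2 libraries of the group treated with 10 mg and 1 of the group treated with 20 mg. In Supplementary File S2, filtering kept under 75% of the raw reads in 2 libraries of the group treated with 10 mg and 1 of the group treated with 20 mg. It kept at least 85.9% in every control library, so the doses cannot be compared with the control group within the libraries of low retention. For these 3 libraries that file lists fewer filtered than uniquely mapped reads, which leaves their retention uncertain. Expression was compared with edgeR's quasi-likelihood test in 1 model of the 3 groups, after TMM normalization. The test covered the 17163 genes kept by edgeR's filterByExpr. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.1, the threshold of the paper. The biological coefficient of variation common to these genes was 0.208. Expression levels are given as TMM-normalized CPM, which are counts scaled to the size of the library, as mean ± SD of 4 mice, and gene positions are those of GENCODE vM39.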

Based on the normalized reads mapped to genes, a diversity analysis of expression profiles was conducted using PCA. This analysis revealed a relatively low level of variation in expression profiles between the study groups (Figure 1). 

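Of the total variance of log2 CPM over the genes tested (prior count 2), 20.5% lay between the 3 groups. Group labels unrelated to expression would give 18.2% on average, and an exact permutation test over all ways of dividing the 12 libraries into 3 groups of 4 gave p = 0.243. With each library left out in turn, the share between groups lay between 20.0% and 24.9%. Restricting the analysis to the 500 most variable genes moved the share most among the alternatives for genes and scales, to 23.2% (exact permutation test, p = 0.132).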

The observed dispersion of samples suggests that those in both CBD-treated groups exhibit moderate changes in their transcriptional profiles compared to the control group, with these differences being particularly evident in the third PCA component (Figure 1). This suggests that CBD induces only minor changes in gene expression in the kidney, which are detectable primarily through detailed comparative analysis.

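The first 3 principal components of log2 CPM held 31.7%, 13.8% and 10.9% of the variance. The groups accounted for 11.0% of the variance along the first component (exact permutation test, p = 0.596), 46% along the second (p = 0.0310) and 50.0% along the third (p = 0.0483). After Benjamini-Hochberg adjustment over these 3 tests, the p-values were 0.596, 0.0725 and 0.0725. The component with the largest separation changed with the scale used. After DESeq2's variance-stabilizing transformation, the groups accounted for 60.6% of the variance along the second component (adjusted p = 0.0239, from the same permutation test) and 42.6% along the third (adjusted p = 0.124). Over the alternatives for genes and scales, the smallest adjusted p-value of the 3 components ranged from 0.0239 to 0.105. Without replicate 3 of the group treated with 20 mg, the groups accounted for 65.0% of the variance along the second component and 12.4% along the third. The 4 libraries with less than 10% of mitochondrial counts, which came from all 3 groups, had the 4 highest values along the first component.

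**Figure D1:**
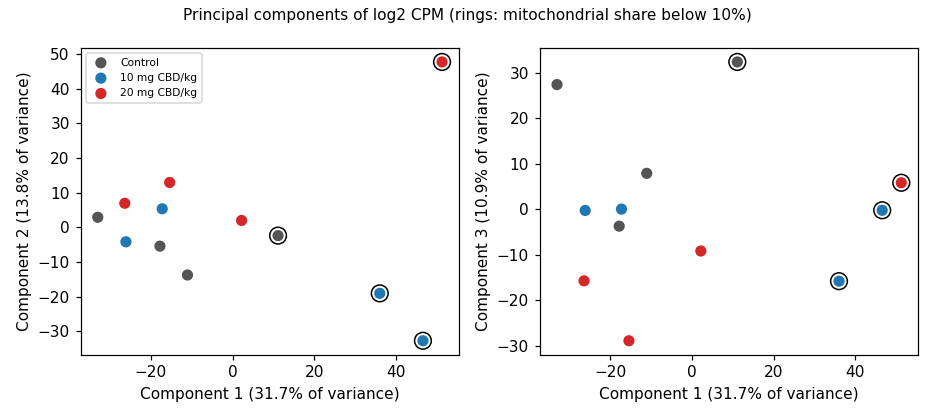
Principal components of log2 CPM, with component 1 against component 2 (left) and component 1 against component 3 (right). Each point is 1 library, coloured by group, and rings mark the 4 libraries with less than 10% of mitochondrial counts, which lie at the right of both panels.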

The comparative analysis involved evaluating gene expression differences between the control and treated groups. 

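In the comparison of the group treated with 10 mg CBD/kg b.w. with the control group, 5 of the 17163 genes tested had an adjusted p-value under 0.1 in edgeR's test, and 973 had an unadjusted p-value under 0.05. Expression was increased for Dbp and Per3 and decreased for Npas2, Ypel2 and Ppard. Dbp (ENSMUSG00000059824), which lies on chromosome 7 from 45354512 to 45359627, rose from 2.35 ± 0.70 CPM (SD, n = 4) in the control group to 15.7 ± 2.80 CPM (n = 4). Its log2 fold change was 2.75 (standard error 0.21, adjusted p = 1.9e-05 from edgeR). Per3 on chromosome 4 (151081373 to 151129140) rose from 10.2 ± 1.73 to 21.5 ± 2.26 CPM (log2 fold change 1.08, standard error 0.15, adjusted p = 0.0184). Ppard on chromosome 17 (28451674 to 28520448) fell from 37.1 ± 2.86 to 18.8 ± 0.51 CPM (log2 fold change -0.98, standard error 0.12, adjusted p = 0.0090). Npas2 on chromosome 1 and Ypel2 on chromosome 11 had log2 fold changes of -1.42 and -1.01 (adjusted p = 0.0792 and 0.0944). For each of these 5 genes, all 4 treated mice lay on the same side of all 4 control mice (exact permutation test, two-sided p = 0.0286, the smallest p that 4 mice against 4 allow). Of the alternatives tried, omitting the filter on low counts moved the numbers most, to 235 genes with increased and 96 with decreased expression. With DESeq2's Wald test, 18 genes had increased and 22 decreased expression. With 1 library left out at a time, 2 to 8 genes were called, and only Dbp and Ppard kept their call in all 12 fits. Per3, Npas2 and Ypel2 lost theirs in 3, 6 and 8 of them, and all 3 lost it without replicate 1 of the control group or replicate 3 of the group treated with 10 mg.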

In the group treated with 10 mg CBD/kg b.w., 17 genes (43.6%) showed increased expression, while 22 genes (56.4%) showed decreased expression. In the group treated with 20 mg CBD/kg b.w., 104 genes (55.6%) exhibited increased expression, and 83 genes (44.4%) exhibited decreased expression (Figure 1; Table 1; Supplementary File S3). These results suggest a clear dose-dependent effect of CBD on the gene expression profile. However, the Venn diagram analysis shows that, of the 22 genes downregulated with the 10 mg CBD/kg b.w. treatment, 20 were also downregulated using a 20 mg CBD dose. Also, nearly half of the upregulated genes were common for both treatments, which suggests that the dose only affects strength, not the mechanisms of cellular response (Supplementary File S3).

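Compared with the control group, 29 genes had increased and 23 decreased expression in the group treated with 20 mg CBD/kg b.w. (edgeR, adjusted p under 0.1), and 1450 genes had an unadjusted p-value under 0.05. The median absolute log2 fold change of these 52 genes was 1.04 and the smallest 0.56, and 28 of them had a value of at least 1. All 4 treated mice lay above all 4 control mice for 459 of the genes tested and below them for 451, together 5.30% of the genes, where unrelated groups of 4 would give 2.86%. In the group treated with 10 mg, the corresponding numbers were 266 and 281 genes (3.19%). Dbp had the largest increase, to 23.9 ± 2.22 CPM (SD, n = 4; log2 fold change 3.35, standard error 0.21, adjusted p = 1.3e-06). Gm13559, a processed pseudogene on chromosome 2 (58630651 to 58631513) that overlaps the gene Upp2, followed with a log2 fold change of 2.53 (standard error 0.53, adjusted p = 0.0897). Its value depended on replicate 3 of the treated group, with 11.7 CPM against 1.97 to 2.20 CPM in the other mice of that group, and was 1.42 without it. Hif3a rose from 1.16 ± 0.63 to 4.05 ± 1.11 CPM (log2 fold change 1.81, adjusted p = 0.0567). The largest decreases were those of Insc, from 2.25 ± 0.62 to 0.51 ± 0.32 CPM (log2 fold change -2.12, adjusted p = 0.0771), Car3, which is also abundant in fat tissue, from 56.2 ± 21.9 to 14.4 ± 5.13 CPM (log2 fold change -1.97, adjusted p = 0.0516) and Cyp24a1, from 170 ± 36.2 to 59.8 ± 24.5 CPM (log2 fold change -1.50, adjusted p = 0.0849). Among the alternatives, adding the mitochondrial share of each library as a covariate moved the numbers most, to 554 genes with increased and 381 with decreased expression, and all 52 genes kept their call. DESeq2 called 99 and 83 genes. With 1 library left out at a time, between 14 and 54 genes were called, and Hif3a, Insc, Car3 and Cyp24a1 lost their call in 5, 8, 6 and 9 of the 12 fits. Without replicate 1, 2 or 4 of the control group, 14 genes were called each time, of which 13, 14 and 14 were among the 52.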

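When the group treated with 20 mg was compared directly with the group treated with 10 mg, no gene had an adjusted p-value under 0.1 in edgeR (smallest adjusted p = 0.758), and 1083 genes had an unadjusted p-value under 0.05. DESeq2 called 12 genes in this comparison. To compare the size of the changes without choosing genes on either dose, the 24 genes called for the mean of both doses against the control group were used. The change was larger at 20 mg for 23 of them, and the median difference in absolute log2 fold change was 0.29. An exact permutation test over the 70 arrangements of the 8 treated mice gave a two-sided p of 0.0286, the smallest it can give. With 1 treated mouse left out at a time, the median difference lay between 0.18 and 0.35, with p from 0.0571 to 0.2 in exact permutation tests over 35 arrangements. It was lowest, 0.18, without replicate 2 of the group treated with 10 mg or replicate 4 of the group treated with 20 mg. With the 13 genes of adjusted p under 0.05, the median difference was 0.26 (exact permutation test, p = 0.0857). All 52 genes called at 20 mg had a larger absolute log2 fold change at 20 mg than at 10 mg. In simulated groups without any difference, this held for a median of 49 of the 52 genes of smallest p at the higher dose (43 to 52 over 50 draws). From the larger number of differentially expressed genes in the group treated with 20 mg, the paper proposes that the effect of CBD on the expression profile depends on the dose.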

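All 5 genes called in the group treated with 10 mg were also called in the group treated with 20 mg, and in the same direction. They were 2 genes with increased expression at both doses, Dbp and Per3, and 3 with decreased expression, Npas2, Ypel2 and Ppard. With DESeq2, 9 genes had increased and 19 decreased expression at both doses. With low read retention as a factor in edgeR's model, 3 genes were increased and 1 decreased at both doses. The 52 genes called at 20 mg all had the same sign of change at 10 mg, and 38 of them had an unadjusted p-value under 0.05 there. The same 4 control mice enter both comparisons. In 50 draws of simulated groups without any difference, a median of 49 of the 52 genes of smallest p had the same sign at both doses (46 to 52), and no gene was called at both doses in any draw. Across all genes tested, the log2 fold changes at both doses had a Pearson correlation of 0.557, where the genes are not independent replicates. The simulated groups gave 0.489 (0.470 to 0.512 over the draws). When the 12 real libraries were divided into 3 groups of 4, the correlation had a median of 0.490 in the random divisions and was at least as high as the observed one in 36 of 100 divisions, the real one included.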

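RT-qPCR values of Ypel2, Dbp, Npas2 and Acmsd are listed per mouse in Supplementary File S1 as expression relative to Mrpl32 and Ppia, and were set beside the log2 CPM of the same mice. Replicate 1 of the group treated with 10 mg has no RT-qPCR value. By RT-qPCR, relative expression of Dbp was 1.46 ± 0.33 (SD, n = 4) in the control mice and 10.0 ± 3.00 (SD, n = 7) in the treated mice. That of Ypel2 was 2.43 ± 0.36 (n = 4) and 1.21 ± 0.19 (n = 7), that of Npas2 2.09 ± 0.21 (n = 4) and 1.05 ± 0.06 (n = 3), and that of Acmsd 1.89 ± 0.09 (n = 4) and 1.13 ± 0.19 (n = 4). The log2 ratio of treated to control mice was taken from the group means for RT-qPCR and as the difference of mean log2 CPM for RNA-Seq. It was 2.78 for Dbp by RT-qPCR and 3.08 by RNA-Seq, and -1.01 and -1.20 for Ypel2. For Npas2 the ratios were -0.999 and -1.43, and for Acmsd -0.74 and -0.92. Control and treated mice formed separate clusters for all 4 genes with each method, so no correlation over all mice is given. Within the 7 treated mice, Pearson's r between the methods was 0.888 for Dbp (exact permutation test, p = 0.0063) and Spearman's rho was 0.929 (p = 0.0067). Both had a Benjamini-Hochberg adjusted p of 0.0135 over the 4 correlations computed, and without the 2 mice farthest from the median r was 0.764. The 2 doses also separate for Dbp by RNA-Seq, and these correlations do not take dose into account. With the mean of each dose removed, which was chosen after seeing the data, r for Dbp was 0.728 (exact permutation test within doses, p = 0.0486). For Ypel2, r was 0.352 (exact permutation test, p = 0.448) and rho 0.429 (p = 0.354), with an adjusted p of 0.448 for each. Without the 2 mice farthest from the median r was 0.710, and with the mean of each dose removed 0.464 (exact permutation test within doses, p = 0.326). With Mrpl32 alone as reference, r for Ypel2 was 0.696, and with Ppia alone it was 0.037. Npas2 and Acmsd had values from too few treated mice for a correlation.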

The results of RNA-Seq validation with qPCR showed that the performed analysis was sufficiently accurate with high, and in most cases significant (*p* < 0.05, except *Npas2* gene for which *p* = 0.088), Spearman’s rank correlation coefficients in a range from 0.71 to 0.97 for individual genes (mean of 0.85) (Supplementary File S1).

Table 2 presents the results of over-representation tests for the altered genes in specific biological processes from the Gene Ontology database. A more detailed analysis, along with the underlying gene IDs, is presented in Supplementary File S4. Among the enriched processes (FDR < 0.05), ones associated with circadian rhythm cycling (including e.g., *Ciart*, *Nr1d1*, *Nr1d2*, *Per2*, and *Per3* genes), glucocorticoid receptor function (e.g., *Cyp1b1*, *Ddit4*, *Foxo3*, *Gjb2*, and *Pck1* genes), response to stimulus (e.g., *Ppard*, *Hmox1*, *Bmal1*, and *Gatm* genes), and metabolic processes (e.g., *Cyp2d22*, *Cyp2d9*, *Decr2 Hacl1*, and *Sphk1*) stand out in the foreground.

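The over-representation tests were not repeated, since the Gene Ontology annotation was not used here. Of the genes named for circadian rhythm, only Per3 was called at 10 mg by edgeR. At 20 mg, Ciart, Nr1d1, Nr1d2 and Per3 were called, and Per2 was not (log2 fold change 0.75, standard error 0.18, adjusted p = 0.168). Among the genes named for glucocorticoid receptor function, Ddit4 was called at 20 mg and rose from 12.2 ± 3.41 to 26.1 ± 1.44 CPM (SD, n = 4 in each group; log2 fold change 1.09, standard error 0.23). Its adjusted p of 0.0849 rose above 0.1 in 9 of the 12 fits with 1 library left out. Cyp1b1, Foxo3, Gjb2 and Pck1 had log2 fold changes from 0.43 to 0.65 and adjusted p-values from 0.168 to 0.308 at 20 mg. For each of these 4 genes, all 4 treated mice lay above all 4 control mice (exact permutation test, p = 0.0286). DESeq2 called these 4 genes. At 10 mg, none of the 5 was called by either tool. Without replicate 2 of the control group, the change of Cyp1b1 at 10 mg turned from 0.12 to -0.0097. Of the genes named for response to stimulus, Ppard was called at both doses, and Bmal1 and Gatm were called as decreased at 20 mg. Gatm (chromosome 2, 122424948 to 122441799) fell from 330 ± 54.6 to 165 ± 33.1 CPM (log2 fold change -1.002, adjusted p = 0.0357). Hmox1 had a log2 fold change of -0.88 at 10 mg (adjusted p = 0.305) and of -0.38 at 20 mg (adjusted p = 0.590), where the difference was within the spread between mice (exact permutation test, p = 0.143). DESeq2 called Hmox1 at 10 mg. Of the genes named for metabolic processes, Cyp2d22 and Hacl1 were called at 20 mg (log2 fold change 0.60 and 0.92, adjusted p = 0.0516 and 0.0948). Cyp2d9, Decr2 and Sphk1 were not (log2 fold change 0.58, 0.51 and 1.25, adjusted p = 0.295, 0.312 and 0.127), and DESeq2 called Cyp2d9 and Sphk1. In the fits with 1 library left out, Ciart, Gatm, Cyp2d22 and Hacl1 lost their call at 20 mg in 6, 3, 6 and 10 of 12. Cyp2d9 and Cyp2d22 are paralogs close together on chromosome 15, and read pairs that mapped to more than 1 place were not counted on any gene.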

## 4. Discussion

In this study, we focus on the gene expression alterations stimulated in a mouse kidney by long-term intraperitoneal CBD administration, with special attention given to the protein-coding genes, without detailed analysis of long non-coding RNA that may also impact kidney health [21]. Our study uses a simple yet labor-intensive research model in which C57BL/6J mice were treated daily with three different CBD doses for 28 days. These treatments resulted in alterations of several gene expression levels that were further analyzed for their functional significance. The analysis of the performed over-representation test results indicated that CBD potentially influences many cellular processes in the kidney by regulating genes associated with circadian rhythm cycling, glucocorticoid receptor function, response to stimulus, and metabolic processes. Among the processes, we found the ones associated with the circadian clock and glucocorticoid receptor functioning as the most important from the point of view of clinical CBD applications.

The internal cellular circadian clock is present in nearly every cell in the body, and it contributes to the regulation of numerous processes related to internal changes in behavior and physiological functions that are coordinated by the internal molecular clock [22]. The circadian clocks in the kidney cells influence the daily rhythm of sodium, potassium, chloride, and phosphate excretion [23], and it was shown that the disruption of these daily patterns can be associated with hypertension and cardiovascular diseases [24,25]. Studies by Mohandas et al. (2022) [26] have demonstrated that urine excretion and urine pH also fluctuate in a daily cycle. Furthermore, it was suggested that peripheral circadian clocks in the kidneys affect the daily rhythm of blood pressure [23], potentially through the regulation of the secretion of hormones and the activity of enzymes involved in blood pressure regulation [27].

The available literature presents evidence that CBD administration influences the circadian genes in microglial cells, leading to the deregulation of circadian rhythms [28]. Additionally, cannabinoids, including CBD, have been found to interact with the brain’s circadian clock by modulating neuronal activity in the suprachiasmatic nucleus, which may explain the altered sense of time experienced by users of cannabinoid-containing products [29].

The results of the gene expression analysis performed in this study confirmed those results and indicated that both applied CBD doses stimulated the expression of several genes related to the regulation of the circadian cycle in the kidney. 

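A list of 11 clock genes that are high when Bmal1 and its partners drive transcription (Dbp, Tef, Hlf, Per1, Per2, Per3, Nr1d1, Nr1d2, Ciart, Bhlhe41 and Cry2) was set from general knowledge of the clock. Of these, the paper names Dbp, Per2, Per3, Nr1d1, Nr1d2, Ciart and Bhlhe41 from the same mice, so the list is not independent of the paper's result. In this list, the median log2 fold change was 0.57 at 10 mg, with 10 of 11 genes increased, and 0.80 at 20 mg, with 11 of 11 increased. The adjusted p over 17 gene lists was 1.6e-13 and 2.4e-20 from limma's camera, which presets the correlation between genes, and 3.1e-04 and 1.9e-05 from limma's fry, which does not. Hlf was the gene of the list with a decrease at 10 mg (-0.017), and it rose by 0.16 with low read retention as a factor. The log2 fold change of Clock at 20 mg turned from -0.09 to 0.038 with the same factor. Over all genes tested, edgeR called 2 genes of the list at 10 mg and 6 at 20 mg, and 9 and 10 when adjusted over the list alone. Per3 reached 26.7 ± 3.68 CPM at 20 mg (SD, n = 4; log2 fold change 1.39, standard error 0.15, adjusted p = 0.0012). Nr1d1 on chromosome 11 (98658752 to 98666188) had 26.7 ± 4.50 CPM in the control group, 46.5 ± 14.5 CPM at 10 mg and 67.1 ± 18.2 CPM at 20 mg. Its log2 fold change was 0.80 at 10 mg (adjusted p = 0.796) and 1.33 at 20 mg (adjusted p = 0.0487), and the latter call was lost in 6 of the 12 fits with 1 library left out. Bmal1 on chromosome 7 (112806152 to 112914735) had 21.9 ± 4.03, 10.8 ± 1.18 and 9.52 ± 2.87 CPM in the same order, with log2 fold changes of -1.02 (adjusted p = 0.229) and -1.21 (adjusted p = 0.0340). The call of Bmal1 at 20 mg was lost in 1 of these fits, without replicate 1 of the control group, which had 28.0 CPM. Npas2 fell by 1.44 on the log2 scale at 20 mg (adjusted p = 0.0258).

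**Figure D2:**
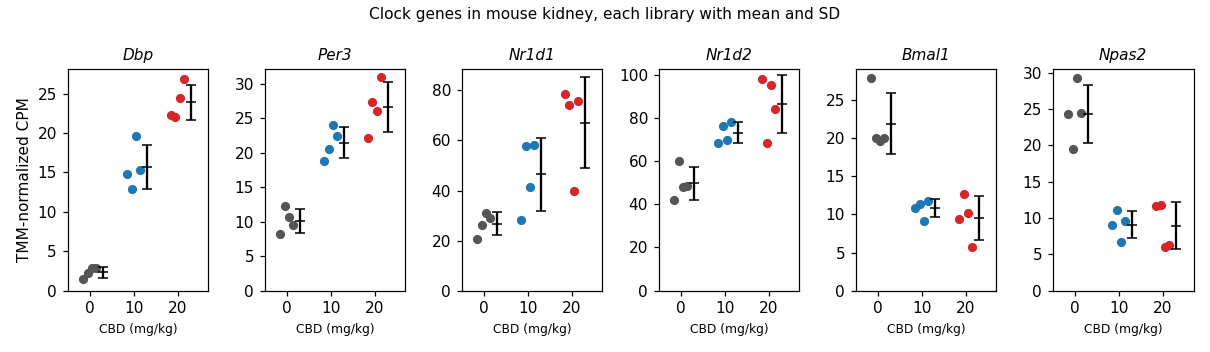
TMM-normalized CPM of 6 clock genes in kidneys of control mice and of mice treated with 10 or 20 mg CBD/kg b.w. Each point is 1 mouse, and the bars give mean and SD (n = 4). For Dbp, all mice treated with 20 mg lie between 22.1 and 26.8 CPM and all control mice below 3 CPM.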

One, and potentially the most meaningful, of these genes was *Nr1d2* (Nuclear Receptor Subfamily 1 Group D Member 2), also known as *rev-erbβ*. This gene is a key regulator of circadian rhythms and a component of cellular metabolism [30]. 

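Nr1d2 (ENSMUSG00000021775) lies on chromosome 14 from 4230545 to 4266624. Its expression was 49.6 ± 7.49 CPM (SD, n = 4) in the control group, 73.1 ± 4.79 CPM (n = 4) in the group treated with 10 mg and 86.3 ± 13.3 CPM (n = 4) in the group treated with 20 mg. The log2 fold change was 0.56 at 10 mg (standard error 0.14, adjusted p = 0.624 from edgeR) and 0.80 at 20 mg (standard error 0.14, adjusted p = 0.0357). At each dose all 4 treated mice lay above all 4 control mice (exact permutation test, p = 0.0286). The call at 20 mg was lost in 3 of the 12 fits with 1 library left out, in which the adjusted p ranged from 0.0258 to 0.137. DESeq2 called Nr1d2 at 10 mg (adjusted p = 0.0851), and over all alternatives its adjusted p at that dose ranged up to 1.00. In the direct comparison of the doses, the log2 difference was 0.24 (adjusted p = 0.816), within the spread between mice (exact permutation test, p = 0.143).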

As part of the biological clock, *Nr1d2* plays a significant role in synchronizing internal physiological processes with the daily cycle [31]. Rev-erbα is one of the main regulators of the negative feedback loop in the circadian clock. By repressing the expression of the *Bmal1* gene, Rev-erbα helps maintain the cyclical nature of activity and rest in clock genes, which is crucial for keeping biological rhythms in the proper phase [32]. The KEEG pathway associated with this gene and circadian rhythm regulation is presented in the Supplementary File S5.

The obtained results also reveal negative regulation of genes linked to the glucocorticoid receptor (GR) signaling pathway. This pathway is essential for maintaining the body’s homeostasis by regulating various physiological processes, such as the stress response, metabolism, and immune function [33]. 

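In Supplementary File S4, the genes with decreased expression under the terms for negative regulation of glucocorticoid receptor signaling are Cry1 and Bmal1, which are also clock genes. Cry1 on chromosome 10 (84967560 to 85021252) had 6.68 ± 2.18 CPM (SD, n = 4) in the control group, 3.06 ± 1.01 CPM at 10 mg and 2.68 ± 0.52 CPM at 20 mg. Its log2 fold change was -1.12 at 10 mg (standard error 0.27, adjusted p = 0.596 from edgeR) and -1.32 at 20 mg (standard error 0.28, adjusted p = 0.0897). The call of Cry1 at 20 mg was lost with limma-voom (adjusted p = 0.118) and in 9 of the 12 fits with 1 library left out, and its adjusted p ranged from 3.9e-05 to 0.322 over all alternatives. DESeq2 called Cry1 and Bmal1 at both doses. A list of 17 genes that glucocorticoids induce, of which 16 were tested, had a median log2 fold change of 0.06 at 10 mg (camera, adjusted p = 0.108). This median was -0.029 without replicate 2 of the control group and 0.165 without its replicate 3 (camera, adjusted p = 0.534 and 0.0157). With the mitochondrial share as a covariate it was 0.17 (camera, adjusted p = 0.0254). Whether the list was called at 10 mg thus depended on single libraries and on the model. At 20 mg the median was 0.51, and 14 of 16 genes were increased (camera, adjusted p = 1.5e-08, and fry, adjusted p = 0.0066). Fkbp5, Ddit4 and Pck1, which the paper names from the same mice, are in this list, and Per1 is also in the list of clock genes. At 10 mg, edgeR called no gene of the list over all genes tested and 5 when adjusted over the list alone. At 20 mg, it called 1 gene over all genes tested, Ddit4, and 11 when adjusted over the list alone. DESeq2 also called Fkbp5 and Pck1 at 20 mg.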

Glucocorticoids, like cortisol or corticosterone in rodents, modulate the body’s response to environmental stressors and are clinically used as anti-inflammatory agents [34]. Glucocorticoid activity in the kidney is vital, as it supports the regulation of water and electrolyte balance, which is crucial for maintaining blood pressure [35].

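Fkbp5 (ENSMUSG00000024222) lies on chromosome 17 from 28618058 to 28737521. Its expression was 59.4 ± 14.1 CPM (SD, n = 4) in the control group, 85.4 ± 16.5 CPM (n = 4) in the group treated with 10 mg and 97.7 ± 16.6 CPM (n = 4) in the group treated with 20 mg. The log2 fold change was 0.52 at 10 mg (standard error 0.18, adjusted p = 0.812 from edgeR) and 0.72 at 20 mg (standard error 0.18, adjusted p = 0.239). In the group treated with 10 mg, 2 of 4 mice lay above all control mice (exact permutation test, two-sided p = 0.0857), and in the group treated with 20 mg 3 of 4 (p = 0.0571). Fkbp5 was not called at either dose. At 20 mg it was called by DESeq2 (adjusted p = 0.0512), and by edgeR without the filter on low counts or with low read retention, the mitochondrial share or a surrogate variable in the model. Over all alternatives, the adjusted p at 20 mg ranged from 0.0020 to 0.581.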

The analysis of the results of this study reveal that among the altered genes responsible for the negative regulation of glucocorticoids action is, e.g., *Fkbp5* (FK506-binding protein 5). This gene acts as a negative regulator of glucocorticoid action. Its mechanism involves increasing cellular resistance to glucocorticoids, thereby reducing their effectiveness in response to stress [36]. In vitro experiments have shown that *Fkbp5* disrupts the interaction between the glucocorticoid receptor (GR) complex and the transport protein dynein, delays the nuclear translocation of GR, and decreases the transcriptional activity of the gene for GR [37]. Thus, CBD seems to have potential in the regulation of glucocorticoid action, which may have several implications for metabolic, anti-inflammatory, immune-suppressive, and neurologic effects [38].

Summarizing, the present study demonstrates a dose-dependent effect of CBD on the transcriptional profile of mouse kidneys and presents genes and processes affected by a long-term CBD treatment in this model organ. The processes associated with the altered genes included the regulation of circadian rhythm cycling and glucocorticoid receptor function, which are strong candidates for further research on this compound and its potential benefits in the treatment of renal disorders. The obtained results also suggest that higher doses of CBD may be more effective for therapeutic purposes in kidney-related conditions (as they stimulated more transcriptional changes); however, further investigations using clinical trials are needed to test this hypothesis.

## Figures and Tables

**Figure 1:**
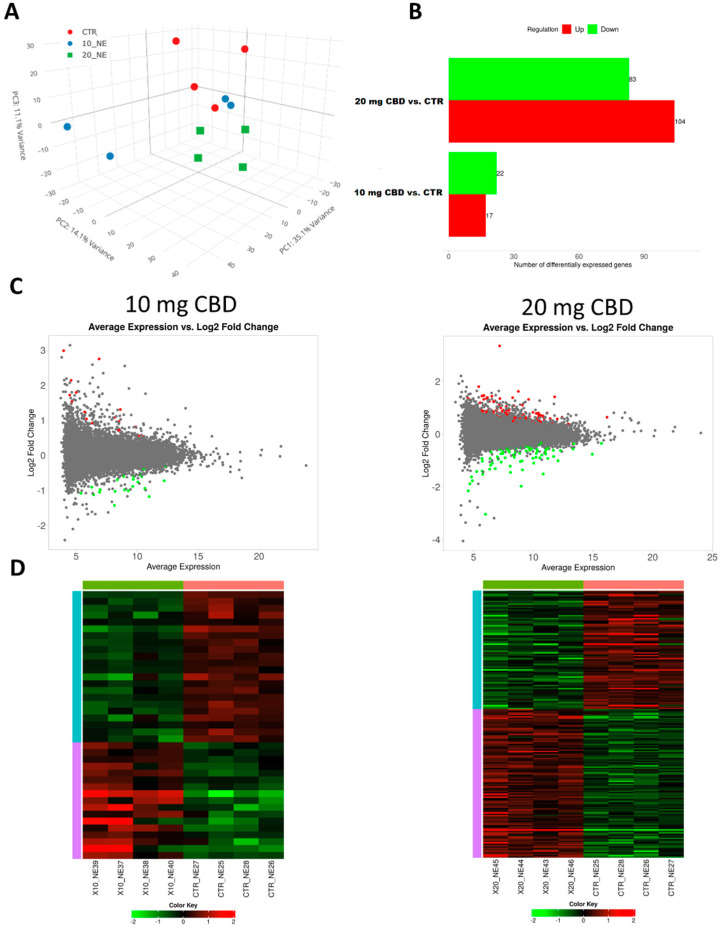
Results of RNA-Seq data analysis. (**A**) Principal components analysis for all samples; (**B**) number of genes altered with both CBD treatments; (**C**) MA plots; (**D**) heatmaps for genes significantly altered using CBD treatments in kidneys.

**Table 1:** The most significantly altered genes with both CBD treatments (top 12).

			10 mg CBD vs. Control		20 mg CBD vs. Control	
Symbol	Ensembl ID	Description	log2FC *	FDR **	log2FC	FDR **
Dbp	ENSMUSG00000059824	D site albumin promoter binding protein	2.75	9.29 × 10^−34^	3.36	4.79 × 10^−52^
Ppard	ENSMUSG00000002250	peroxisome proliferator activator receptor delta	−0.98	3.11 × 10^−10^	−1.03	1.30 × 10^−11^
Per3	ENSMUSG00000028957	period circadian clock 3	1.08	1.93 × 10^−7^	1.39	1.09 × 10^−13^
Npas2	ENSMUSG00000026077	neuronal PAS domain protein 2	−1.42	1.67 × 10^−5^	−1.45	4.00 × 10^−6^
Ppm1h	ENSMUSG00000034613	protein phosphatase 1H (PP2C domain containing)	−0.55	8.22 × 10^−5^	−0.56	1.63 × 10^−5^
Ypel2	ENSMUSG00000018427	yippee like 2	−1.01	1.00 × 10^−4^	−1.35	8.63 × 10^−10^
Acmsd	ENSMUSG00000026348	amino carboxymuconate semialdehyde decarboxylase	−0.76	1.05 × 10^−3^	−0.91	3.50 × 10^−6^
Rorc	ENSMUSG00000028150	RAR-related orphan receptor γ	−0.68	1.05 × 10^−3^	−0.57	7.06 × 10^−3^
Nfil3	ENSMUSG00000056749	nuclear factor. interleukin 3, regulated	−0.98	2.06 × 10^−3^	−1.31	6.30 × 10^−7^
Cyp2a5	ENSMUSG00000005547	cytochrome P450, family 2, subfamily a, polypeptide 5	1.42	4.59 × 10^−8^	1.42	4.59 × 10^−8^
Bhlhe41	ENSMUSG00000030256	basic helix-loop-helix family, member e41	1.46	1.45 × 10^−6^	1.46	1.45 × 10^−6^
	ENSMUSG00000120875	novel transcript	1.25	1.75 × 10^−6^	1.25	1.75 × 10^−6^

* log2 fold change in expression level; ** *p*-value of the Wald test (DeSeq2) for differential expression, corrected for multiple testing using the FDR method.

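Of the genes of Table 1, edgeR called Dbp, Ppard, Per3, Npas2 and Ypel2 at 10 mg. Ypel2 (chromosome 11, 86827251 to 86884646) had 46.9 ± 11.1 CPM (SD, n = 4) in the control group, 23.3 ± 3.38 CPM at 10 mg and 18.4 ± 2.68 CPM at 20 mg, and its log2 fold change at 20 mg was -1.35 (adjusted p = 0.0046). Ppard fell by 1.03 on the log2 scale at 20 mg (adjusted p = 0.0035). Ppm1h, Acmsd and Nfil3 had log2 fold changes of -0.54, -0.76 and -0.98 at 10 mg, with adjusted p-values from 0.182 to 0.202, and DESeq2 called all 3. At 20 mg, where edgeR called them, their log2 fold changes were -0.56, -0.91 and -1.30 (adjusted p = 0.0487, 0.0210 and 0.0144), and the call of Ppm1h was lost in 7 of the 12 fits with 1 library left out. For each of these 3 genes at each dose, all 4 treated mice lay below all 4 control mice (exact permutation test, p = 0.0286). Cyp2a5, Bhlhe41 and A830021M18Rik, the gene given by identifier only and annotated as a long non-coding RNA, were not called at 10 mg by edgeR or DESeq2. Their log2 fold changes at 10 mg were 0.53, 0.68 and 0.68, with adjusted p-values of 0.812, 0.796 and 0.796 from edgeR. At 20 mg they were 1.42, 1.46 and 1.25 (adjusted p = 0.0134, 0.0144 and 0.0210). For Cyp2a5, 3 of 4 mice treated with 10 mg lay above all control mice (exact permutation test, p = 0.0571). Cyp2a5 has close paralogs, whose shared read pairs were not counted where they mapped to more than 1 place.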

**Table 2:** List of top GO biological processes (FDR < 0.05) overrepresented by genes altered through both CBD treatments.

Biological Process	CBD Dose (mg/kg b.w.)	Gene Regulation	FDR *	Enrichment **
Response to stimulus	10	Up	0.049	72
Circadian rhythm	10	Up	0.049	23.1
Circadian behavior	10	Up	0.049	76.2
Nutrient response	10	Down	0.025	17.5
Response to redox states	10	Down	0.025	157.8
Negative regulation of the glucocorticoid receptor signaling pathway	10	Down	0.031	210.4
Diurnal regulation of gene expression	10	Down	0.031	32.7
Intracellular receptor signaling pathway	10	Down	0.031	12.4
Glucocorticoid receptor signaling pathway	10	Down	0.031	114.8
Corticosteroid receptor signaling pathway	10	Down	0.031	78.9
Physiological rhythm	20	Up	0.026	6.4
Response to the stimulus	20	Up	0.025	19.3
Circadian rhythm	20	Up	0.025	20.4
Metabolism process of arachidonic acid	20	Up	0.047	17.8
Cellular response to a corticosteroid stimulus	20	Up	0.015	10.8
Process of qualitative biological regulation	20	Up	0.010	1.8
Diurnal regulation of gene expression	20	Up	0.011	12.8
Cellular response to peptides	20	Up	0.010	4.7
Metabolism process of unsaturated fatty acids	20	Up	0.010	5.1
Cellular response to potassium ions	20	Up	0.015	95.2
Organic acid biosynthesis process	20	Down	0.031	5.9
Monosaccharide biosynthesis process	20	Down	0.031	4.3
The biosynthetic process of carboxylic acids	20	Down	0.031	5.9
Organic acid metabolism process	20	Down	0.036	3.2
The metabolism process of monocarboxylic acids	20	Down	0.010	3.9

* Fisher’s exact test probability value for the distribution of genes in individual pathways, adjusted for multiple testing using the FDR approach; ** fold enrichment indicates the extent (fold change) to which the genes tested are over-represented in each biological process compared to expectations for the whole genome.

## Data Availability

Raw reads, as well as raw read counts, were deposited in the Gene Expression Omnibus (GEO) and Sequence Read Archive (SRA) databases from the National Center for Biotechnology Information (NCBI) under the accession number GSE275998.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes15121640/s1, Supplementary File S1. Methods, primes and results of qPCR analysis along with the result of correlation analysis between RNA-Seq and qPCR methods; Supplementary File S2. Sequencing and read mapping statistics; Supplementary File S3. Results of differential expression analysis and genes comparative analysis; Supplementary File S4. Top 20 GO biological processes overrepresented by genes altered by both CBD treatments. Supplementary File S5. Visualization of KEGG pathway associated with circadian rhythm regulation with marked (red) genes altered by 20 mg CBD treatment.

## References

[1] Burstein S. (2015). Cannabidiol (CBD) and its analogs: A review of their effects on inflammation. Bioorg. Med. Chem..

[2] Radwan M., Chandra S., Gul S., El Sholy M. (2021). Cannabinoids, phenolics, terpenes, and alkaloids of Cannabis. Molecules.

[3] Atalay S., Jarocka-Karpowicz I., Skrzydlewska E. (2019). Antioxidative and anti-inflammatory properties of cannabidiol. Antioxidants.

[4] Raïch I., Lillo J., Rivas-Santisteban R., Rebassa J.B., Capó T., Santandreu M., Cubeles-Juberias E., Reyes-Resina I., Navarro G. (2024). Potential of CBD acting on cannabinoid receptors CB1 and CB2 in ischemic stroke. Int. J. Mol. Sci..

[5] Page D.A., Ruben P.C. (2024). Cannabidiol potentiates hyperpolarization-activated cyclic nucleotide-gated (HCN4) channels. J. Gen. Physiol..

[6] Rosenberg E.C., Chamberland S., Bazelot M., Nebet E.R., Wang X., McKenzie S., Jain S., Greenhill S., Wilson M., Marley N. (2023). Cannabidiol modulates excitatory-inhibitory ratio to counter hippocampal hyperactivity. Neuron.

[7] Martínez-Aguirre C., Carmona-Cruz F., Velasco A.L., Velasco F., Aguado-Carrillo G., Cuéllar-Herrera M., Rocha L. (2020). Cannabidiol acts at 5-HT1A receptors in the human brain: Relevance for treating temporal lobe epilepsy. Front. Behav. Neurosci..

[8] Etemad L., Karimi G., Alavi M.S., Roohbakhsh A. (2022). Pharmacological effects of cannabidiol by transient receptor potential channels. Life Sci..

[9] Worth H., O’Hara D., Agarwal N., Collister D., Brennan F., Smyth B. (2022). Cannabinoids for symptom management in patients with kidney failure: A narrative review. Clin. J. Am. Soc. Nephrol..

[10] Zhao Z., Yan Q., Xie J., Liu Z., Liu F., Liu Y., Zhou S., Pan S., Liu D., Duan J. (2024). The intervention of cannabinoid receptor in chronic and acute kidney disease animal models: A systematic review and meta-analysis. Diabetol. Metab. Syndr..

[11] Soliman N.A., Dahmy SI E., Shalaby A.A., Mohammed K.A. (2024). Prospective affirmative therapeutics of cannabidiol oil mitigates doxorubicin-induced abnormalities in kidney function, inflammation, and renal tissue changes. Naunyn-Schmiedeberg’s Arch. Pharmacol..

[12] Naya N., Kelly J., Corna G., Golino M., Abbate A., Toldo S. (2023). Molecular and cellular mechanisms of action of cannabidiol. Molecules.

[13] Dodt M., Roehr J.T., Ahmed R., Dieterich C. (2012). FLEXBAR—Flexible barcode and adapter processing for next-generation sequencing platforms. Biology.

[14] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[15] Anders S., Pyl P.T., Huber W. (2015). HTSeq—A Python framework to work with high-throughput sequencing data. Bioinformatics.

[16] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[17] Ge X. (2021). iDEP Web application for RNA-Seq data analysis. RNA Bioinformatics.

[18] Ge S.X., Son E.W., Yao R. (2018). iDEP: An integrated web application for differential expression and pathway analysis of RNA-seq data. BMC Bioinform..

[19] Muñoz J.J., Anauate A.C., Amaral A.G., Ferreira F.M., Watanabe E.H., Meca R., Ormanji M.S., Boim M.A., Onuchic L.F., Heilberg I.P. (2021). Ppia is the most stable housekeeping gene for qRT-PCR normalization in kidneys of three Pkd1-deficient mouse models. Sci. Rep..

[20] Secio-Silva A., Emrich F., Evangelista-Silva P.H., Prates R.P., Hijo A.H., Figueira-Costa T.N., Schaeffer M., Goulart-Silva F., Peliciari-Garcia R.A., Bargi-Souza P. (2023). Which housekeeping gene is the best choice for RT-qPCR analysis in mice fed with a high-fat diet? Studies in the liver, kidney, pancreas, and intestines. Gene Rep..

[21] Moreno J.A., Hamza E., Guerrero-Hue M., Rayego-Mateos S., García-Caballero C., Vallejo-Mudarra M., Metzinger L., Metzinger-Le Meuth V. (2021). Non-Coding RNAs in Kidney Diseases: The Long and Short of Them. Int. J. Mol. Sci..

[22] Costello H.M., Johnston J.G., Juffre A., Crislip G.R., Gumz M.L. (2022). Circadian clocks of the kidney: Function, mechanism, and regulation. Physiol. Rev..

[23] Stow L.R., Gumz M.L. (2011). The circadian clock in the kidney. J. Am. Soc. Nephrol. JASN.

[24] Goldman R. (1951). Studies in diurnal variation of water and electrolyte excretion; nocturnal diuresis of water and sodium in congestive cardiac failure and cirrhosis of the liver. J. Clin. Investig..

[25] Dyer A.R., Martin G.J., Burton W.N., Levin M., Stamler J. (1998). Blood pressure and diurnal variation in sodium, potassium, and water excretion. J. Hum. Hypertens..

[26] Mohandas R., Douma L.G., Scindia Y., Gumz M.L. (2022). Circadian rhythms and renal pathophysiology. J. Clin. Investig..

[27] Firsov D., Bonny O. (2018). Circadian rhythms and the kidney. Nat. Rev. Nephrol..

[28] Lafaye G., Desterke C., Marulaz L., Benyamina A. (2019). Cannabidiol affects circadian clock core complex and its regulation in microglia cells. Addict. Biol..

[29] Acuña-Goycolea C., Obrietan K., van den Pol A.N. (2010). Cannabinoids excite circadian clock neurons. J. Neurosci..

[30] Noh S.G., Jung H.J., Kim S., Arulkumar R., Kim D.H., Park D., Chung H.Y. (2022). Regulation of Circadian Genes Nr1d1 and Nr1d2 in Sex-Different Manners during Liver Aging. Int. J. Mol. Sci..

[31] Dumas B., Harding H.P., Choi H.S., Lehmann K.A., Chung M., Lazar M.A., Moore D.D. (1994). A new orphan member of the nuclear hormone receptor superfamily closely related to Rev-Erb. Mol. Endocrinol..

[32] Burris T.P. (2008). Nuclear hormone receptors for heme: REV-ERBα and REV-ERBβ are ligand-regulated components of the mammalian clock. Mol. Endocrinol..

[33] Wang J., Harris C. (2015). Glucocorticoid Signaling: From Molecules to Mice to Man.

[34] Vandewalle J., Luypaert A., De Bosscher K., Libert C. (2018). Therapeutic mechanisms of glucocorticoids. Trends Endocrinol. Metab..

[35] Mangos G., Whitworth J., Williamson P., Kelly J. (2003). Glucocorticoids and the kidney. Nephrology.

[36] Zannas A.S., Wiechmann T., Gassen N.C., Binder E.B. (2016). Gene–stress–epigenetic regulation of FKBP5: Clinical and translational implications. Neuropsychopharmacol. Rev..

[37] Wochnik G.M., Ruegg J., Abel G.A., Schmidt U., Holsboer F., Rein T. (2005). FK506-binding proteins 51 and 52 differentially regulate dynein interaction and nuclear translocation of the glucocorticoid receptor in mammalian cells. J. Biol. Chem..

[38] Chourpiliadis C., Aeddula N.R. (2024). Physiology, Glucocorticoids. StatPearls [Internet].

How the deposited data were processed for this re-analysis (not part of the article)

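Poly(A) RNA from kidneys of 12 male C57BL/6J mice was sequenced as paired reads, with 4 mice in the control group and 4 in each of the groups treated daily for 28 days with 10 or 20 mg CBD/kg b.w. Each library came from 1 mouse, and the names of the deposited files were mapped to groups through the sample records. The authors trimmed and filtered the reads with Flexbar, mapped them with STAR to GRCm39 and counted them with htseq-count. Each deposited file holds whole counts for 57180 Ensembl genes of 1 library, without normalization, followed by the counting tool's summary lines, which were left out. The total of each file was checked against the number of reads on genes in Supplementary File S2 and was equal to it in all 12 libraries. No pair of libraries held the same counts. The paper's text does not name the annotation release, the strand setting, the use of molecular identifiers or the time of day at which the mice were killed. Genes were matched by Ensembl identifier to GENCODE vM39, which holds 99.0% of the identifiers and 99.95% of the counts.

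The total counted on genes had a median of 18193787.5 per library over all 12 libraries, with the smallest and the largest total in the groups treated with 10 mg and the control group. Repeated reads of the same molecule were not removed here, since the files hold counts only, so counting error understates the error of low counts. All tests rest on the spread between the 4 mice of a group.

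Gene expression was compared with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr with the 3 groups, which left 17163 genes. Libraries were normalized by TMM, and a quasi-likelihood model with a mean for each group was fitted to all 12 libraries. Each dose was compared with the control group, the doses were compared with each other, and the mean of both doses was compared with the control group. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p-value under 0.1, the threshold of the paper, were called. Log2 CPM for figures and principal components used a prior count of 2. For single genes, means of log2 CPM were also compared by exact permutation tests, two-sided, for which 4 mice against 4 give 70 arrangements and a smallest p of 0.0286. The genes named in the text are those that the paper's results, discussion or Table 1 name as altered, the clock genes of the lists below, and for each dose and direction the 3 called genes with the largest log2 fold change whose treated mice all lay on the same side of all control mice.

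Tests were also run on simulated data with the dispersion of these libraries, in which 200 of 17163 genes were changed in the group of the higher dose. All changed genes had high counts and a change of 2-fold or 4-fold, and genes were drawn independently of each other in a single draw. Smaller changes, low counts and genes that vary together were not simulated, so the following shares do not cover them. edgeR recovered 94% of the changed genes and 88% of those changed 2-fold, and 13.4% of its calls were unchanged genes. DESeq2 recovered 98%, and 24.9% of its calls were unchanged genes. In the unchanged comparison of the lower dose, edgeR called 0 genes and DESeq2 4. In simulated groups without any difference, 50 draws gave at most 2 calls at the lower dose and 4 at the higher dose with edgeR.

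Alternatives were set for each result before the data were examined. They were RLE and upper-quartile normalization in edgeR, DESeq2 1.42.0 with its Wald test, limma-voom (limma 3.58.1), no filter on low counts, at least 0.5 CPM in at least 1 library, at least 10 counts in every library, a model of only the groups compared, the replicate number as a block, low read retention (under 75% of raw reads kept in Supplementary File S2) as a factor, the mitochondrial share of counts as a covariate, 1 surrogate variable from sva 3.50.0, removal of mitochondrial and ribosomal RNA genes, an adjusted p-value under 0.05, a minimum absolute log2 fold change of 1, and leaving out each of the 12 libraries in turn. The removal of dose means from the correlations of RNA-Seq with RT-qPCR, with mice permuted within their dose only, was added after the data were seen. The number of called genes was also counted for other divisions of the libraries into groups of the same size, all 35 for a pair of groups and 100 drawn with a fixed seed for overlaps between doses.

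Principal components were computed from centred log2 CPM, and the share of variance between groups was compared over all divisions of the 12 libraries into 3 groups of 4. To compare the size of changes at both doses, the genes called for the mean of both doses were used, and the 8 treated libraries were exchanged between doses. The correlation of the changes at both doses was compared with 50 draws of simulated groups without any difference that share 1 control group, and with 100 random divisions of the real libraries.

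Lists of marker genes were set before the data were examined and tested with camera (preset correlation 0.01) and fry of limma. The 19 lists were clock output genes, genes of the Bmal1 arm of the clock, genes that glucocorticoids induce, adipocyte genes, adrenal cortex genes, targets of AhR, CAR and PXR, immediate early genes, and markers of the S1 and S2 and the S3 segments of the proximal tubule, the thick ascending limb, the distal convoluted tubule, principal and intercalated cells of the collecting duct, podocytes, endothelium, immune cells, erythroid cells, skeletal muscle and liver. The clock and glucocorticoid lists hold genes that the paper names from the same mice. The minimum of 3 tested genes per list was chosen once the data were at hand. It left 17 lists, without adrenal cortex and skeletal muscle, of which 2 genes each were tested. Results for some genes and lists are not reported here.

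RT-qPCR values were read from Supplementary File S1 and set beside log2 CPM with Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. The results of over-representation tests were not repeated, since the Gene Ontology annotation was not used here, and the settings of iDEP were not repeated. The table of differential expression in Supplementary File S3 was held only in part and was not used for any count. Raw reads were not analysed here.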

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

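The count of groups with a distant library and the value of Gm13559 without 1 library were tests chosen only after the results were seen. A library was singled out where its gap to the nearest other library, divided by the range of its group, was above Dixon's 95% critical value for 4 samples. Of the 138 groups examined, 9 held such a library, where chance gives about 6.9. The groups are not independent of each other, because the same 12 libraries enter all of them. Chance and a real difference of single libraries therefore cannot be told apart by this number. No biological explanation was tested, since the design gives none for single mice within a group.

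Of these 9 groups, 4 involve replicate 3 of the group treated with 20 mg. This library had the lowest total of its group, 16306563 counts, with a ratio of the gap to the range of 0.909. In it, Nr1d1 had 39.99 CPM against 74.2 to 78.4 CPM in the other 3 mice (ratio 0.891), A830021M18Rik 9.82 against 7.43 to 7.83 CPM (ratio 0.832) and Gm13559 11.7 against 1.97 to 2.20 CPM (ratio 0.977). It also had a low share of mitochondrial counts and low read retention in Supplementary File S2, as did replicate 3 of the group treated with 10 mg, in which 28368 genes had a count, more than in the other 3 libraries (ratio 0.937). Without replicate 3 of the group treated with 20 mg, the log2 fold changes at 20 mg were 1.51 for Nr1d1 and 1.15 for A830021M18Rik, and each kept its call. Of the 52 genes called at 20 mg, 51 kept their call when every library was thinned to 15417867 counts, which argues against the lower depth of this library as the cause of the calls.

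The other groups involve different libraries. Bmal1 had 28.0 CPM in replicate 1 of the control group against 19.7 to 20.1 CPM (ratio 0.949). Without it, the log2 fold change of Bmal1 was -0.88 at 10 mg and -1.06 at 20 mg, and the call at 20 mg was lost (adjusted p = 0.111 from edgeR). Over all alternatives with 1 library left out, the adjusted p of Bmal1 at 20 mg ranged from 0.0258 to 0.111. In replicate 1 of the group treated with 10 mg, Ppm1h had 48.5 CPM against 57.0 to 57.8 CPM (ratio 0.907) and Hif3a 1.10 CPM against 1.80 to 1.91 CPM (ratio 0.867). Hmox1 had 59.6 CPM in replicate 2 of the group treated with 20 mg against 37.8 to 40.6 CPM (ratio 0.871). Without these libraries the changes of Ppm1h and Hif3a at 10 mg were -0.49 and 0.68 and that of Hmox1 at 20 mg -0.56. With or without these libraries, edgeR's model of the 3 groups alone, with the filter on low counts, called none of these changes. DESeq2 and some other alternatives did call Ppm1h at 10 mg with all libraries.

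Gm13559, a processed pseudogene within the span of Upp2, had a log2 fold change of 2.53 at 20 mg, and of 1.42 without replicate 3 of that group. It kept its call without that library (adjusted p = 0.0637 from edgeR, range over all alternatives 2.9e-11 to 0.301), which argues against this library as the whole cause of the increase, though it sets its size. In 8 of the 12 fits with 1 library left out, those without a control mouse or a mouse treated with 10 mg, the call was lost.

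Of the genes called at 20 mg, 5 do not encode proteins, a class which the paper does not analyse in detail. They are the long non-coding RNAs A830021M18Rik, Gm60859 and D630024D03Rik, with log2 fold changes of 1.25, -1.41 and -0.66, the microRNA gene Gm55632 (1.46) and Gm13559. The names beyond A830021M18Rik and Gm13559 were chosen after their values were seen. At 10 mg no gene of this class was called, although Gm55632, A830021M18Rik and Gm60859 had an unadjusted p under 0.05. Reads of an overlapping gene could be counted on them, since the strand setting is not stated. Of the 5 genes, 4 overlap another annotated gene, namely Vmn1r236 for Gm55632, Gm30162 for Gm60859, Gm57371 for D630024D03Rik and Upp2 for Gm13559. For these 4, reads from the overlapping gene and expression of the gene itself cannot be told apart, because the files hold 1 count per gene. A830021M18Rik overlaps no annotated gene. An effect of CBD, which the design gives, stays open for all 5.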

How the results depend on the processing

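All alternatives were set in advance except the removal of dose means from the RT-qPCR correlations, which was chosen after the results were seen. With RLE or upper-quartile normalization, limma-voom, at least 0.5 CPM in at least 1 library, at least 10 counts in every library, a model of only the groups compared or removal of mitochondrial and ribosomal RNA genes, every number of called genes stayed within 1.5 times its value. At 20 mg the numbers under these alternatives ranged from 25 to 33 genes with increased and from 21 to 23 with decreased expression. The choice of test and of terms in the model changed the numbers more.

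DESeq2 called 18 genes with increased and 22 with decreased expression at 10 mg, 99 and 83 at 20 mg, 12 between the doses, and 9 increased and 19 decreased at both doses. Without a filter on low counts, edgeR called 235 and 96 genes at 10 mg, 289 and 127 at 20 mg, 256 between the doses, and 82 and 56 at both. This setting tested 40012 genes. Its additional calls were not compared with other divisions of the libraries, so they carry little weight alone. With the mitochondrial share as a covariate, edgeR called 10 genes with decreased expression at 10 mg, 554 with increased and 381 with decreased expression at 20 mg, 29 between the doses and 10 decreased at both. With 1 surrogate variable, these numbers were 10, 214, 192, 6 and 10. With low read retention as a factor, they were 1, 93, 67, 1 and 1. With an adjusted p under 0.05, 1 gene with decreased expression was called at 10 mg and at both doses, and 12 increased and 11 decreased at 20 mg. With an absolute log2 fold change of at least 1, 14 and 14 were called at 20 mg. Both of these thresholds call fewer genes by construction. For the others the cause was not tested.

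Of the 52 genes called at 20 mg, 51 kept their call with DESeq2, 47 with limma-voom, 52 without the filter, 44 with only the groups compared and 52 with low read retention, the mitochondrial share or the surrogate variable in the model. Those with 52 kept call from 160 to 935 genes. Without replicate 1, 2 or 4 of the control group, 13, 14 and 14 of the 52 kept their call. DESeq2 gave no adjusted p for the remaining gene, Gm13559. Of the 5 genes called at 10 mg, DESeq2 kept 5, the model of only the groups compared 4 and the factor for low read retention 3. The last 2 called 6 and 4 genes in all.

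The replicate numbers were used as a block in 1 alternative, although the paper does not state that they pair the mice. It called 13 genes with increased and 14 with decreased expression at 20 mg, and 24 of the 52 kept their call. Libraries with the same number correlated from -0.33 to 0.32 after removal of group means, so the numbers show no common pairing, and the block takes degrees of freedom from the test.

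Across the 12 fits that each left out 1 library, the numbers of genes with increased and decreased expression ranged from 1 to 5 and from 1 to 4 at 10 mg, and from 7 to 30 and from 6 to 24 at 20 mg. Those at both doses ranged from 1 to 3 and from 1 to 4, and 0 genes (0 to 0) differed between the doses, where 1083 had an unadjusted p under 0.05 in all 12 libraries. At 20 mg, 14 genes were called without replicate 1, 2 or 4 of the control group, 32 without replicate 3, 19 and 29 without replicates 2 and 3 of the group treated with 20 mg, and 25 without replicate 4. At 10 mg, 2 genes were called without replicate 1 of the control group or replicate 3 of the treated group, and 3 without replicates 3 or 4 of the control group or 1 or 4 of the treated group. It was 8 without replicate 2 of the treated group. Each such fit has fewer mice, which by construction weakens the test.

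The median difference in the size of changes between the doses was 0.26 with genes of adjusted p under 0.05 (exact permutation test, p = 0.0857). It ranged from 0.18 to 0.35 over the 8 fits that left out a treated mouse, in all of which the test lost its p of 0.0286, and from 0.28 to 0.33 under the other alternatives. On simulated data with an equal effect at both doses the same exact permutation test gave 0.01 (p = 0.457), and with a 2-fold larger effect at 20 mg 0.95 (p = 0.0286). The correlation of the changes at both doses ranged from 0.541 to 0.631 with 1 control mouse left out. The share of variance between groups ranged from 20.0% to 24.9% with 1 library left out. The largest separation of groups along 1 of the first 3 components ranged from 44.3% to 73.5% in these fits. It was 60.6% after the variance-stabilizing transformation and 63.3% with at least 10 counts in every library, and passed its adjusted threshold of 0.05 only in these 2 and in 4 fits with 1 library left out. The cause was not tested.

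Of the 17 gene lists, camera called 9 at 10 mg and 8 at 20 mg. With fry 2 were called at 10 mg and 7 at 20 mg. With 1 library left out, camera called 5 to 11 lists at 10 mg, 5 of them without replicate 2 of the treated group, and 7 to 9 at 20 mg.

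Among 82 results for single genes, the alternatives other than leaving out libraries gave 38 weaker, 92 stronger and 6 reversed values and 1090 with the same call and direction. Leaving out libraries gave 113 weaker, 5 stronger and 7 reversed values and 859 with the same call and direction. The reversed ones were small changes without a call. At 10 mg, Hlf had 0.16 with low read retention as a factor, 0.070 with the mitochondrial share and 0.093 with the surrogate variable. With 1 library left out it ranged from -0.092 to 0.069 and was above 0 without replicate 3 or 4 of the control group or replicate 1 of the treated group. Gm13559 had -0.26 at 10 mg with low read retention. Cyp1b1 at 10 mg ranged from -0.0097, without replicate 2 of the control group, to 0.236 with 1 library left out. Per1 at 10 mg had -0.0066 without that control library, and ranged from -0.027, without replicate 2 of the treated group, to 0.182. At 20 mg, Hlf ranged from -0.042, without replicate 1 of the treated group, to 0.218, and Clock had 0.038 with low read retention and 0.036 with the surrogate variable. The cause was not tested.

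With dose means removed, Spearman's rho between RNA-Seq and RT-qPCR was 0.821 for Dbp and 0.607 for Ypel2 (exact permutation tests within doses, p = 0.0417 and 0.188). No value could be had for the correlation of RNA-Seq and RT-qPCR of Npas2 and Acmsd, which have RT-qPCR values from too few treated mice. DESeq2 gave no adjusted p for 1669 of the genes at 10 mg and 1004 at 20 mg. Depth limits genes of low expression such as Insc, at 0.51 CPM in the group treated with 20 mg, whose size of change depends on few reads.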

Differences from the paper's values

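No test of this part was chosen after the results were seen. The paper reports 17 genes with increased and 22 with decreased expression at 10 mg, and edgeR called 2 and 3. At 20 mg the paper's numbers are 104 and 83, against 29 and 23 here. Of the 22 genes decreased at 10 mg, the paper finds 20 also decreased at 20 mg. Here 3 genes were decreased at both doses, which is every gene that edgeR called as decreased at 10 mg. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name, gave 18 and 22 genes at 10 mg, 99 and 83 at 20 mg and 19 decreased at both doses, which is within 1.5 times the paper's numbers each time. With low read retention as a factor, edgeR gave 93 and 67 genes at 20 mg, also within that range, but 3 and 1 at 10 mg. The other alternatives set before the data were examined did not bring any of these 5 numbers within 1.5 times the paper's.

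Table 1 gives the paper's log2 fold changes at 10 mg as 1.42 for Cyp2a5, 1.46 for Bhlhe41 and 1.25 for A830021M18Rik, which the table lists by identifier. The values here are 0.53, 0.68 and 0.68. The paper's values for these 3 genes at 10 mg are identical to its values at 20 mg in the same table. The part of Supplementary File S3 at hand lists Cyp2a5 at 10 mg with 0.53, equal to the value here. For Cyp2a5 the gap is thus between Table 1 and that file of the paper, not between the paper's file and the counts analysed here. None of the alternatives set before the data were examined closed these gaps, with values from 0.28 to 0.63 for Cyp2a5, from 0.55 to 0.81 for Bhlhe41 and from 0.55 to 0.84 for A830021M18Rik. At 20 mg the values here are 1.42, 1.46 and 1.25.

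The paper names several genes as altered that edgeR did not call. At 20 mg these included Per2 (log2 fold change 0.75), Cyp1b1 (0.62), Foxo3 (0.43), Gjb2 (0.51), Pck1 (0.65), Cyp2d9 (0.58), Decr2 (0.51), Sphk1 (1.25) and Fkbp5 (0.72). Of these genes, DESeq2 called all except Decr2, and the models with the mitochondrial share or 1 surrogate variable called all. The factor for low read retention called Per2, Cyp1b1, Foxo3, Gjb2, Sphk1 and Fkbp5. Without a filter on low counts, Per2, Cyp1b1, Cyp2d9, Sphk1 and Fkbp5 were called. Sphk1 was also called in 2 of the fits with 1 library left out. At 10 mg, Table 1 lists Ppm1h, Acmsd and Nfil3 as altered, with log2 fold changes here of -0.54, -0.76 and -0.98 and no call by edgeR. DESeq2, edgeR without the filter, and the models with the mitochondrial share or the surrogate variable called all 3, and Acmsd was also called with only the groups compared and in 2 of the fits with 1 library left out. Hmox1, with -0.88 at 10 mg and -0.38 at 20 mg, was called only at 10 mg, by DESeq2 and by edgeR without the filter. Cry1 and Bmal1, which Supplementary File S4 lists among the decreased genes at 10 mg, had -1.12 and -1.02 without a call by edgeR. Both were called by DESeq2 and without the filter, and Bmal1 also with only the groups compared, with the mitochondrial share, with the surrogate variable and without replicate 4 of the group treated with 20 mg.

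The paper states that both doses raised several clock genes. At 10 mg, edgeR called Dbp and Per3, and Nr1d2 had 0.56 without a call, though DESeq2 and edgeR without the filter called it. The paper states that close to 50% of the increased genes were common to both doses. Here the common increased genes were 2 of 29 at 20 mg with edgeR and 9 of 99 with DESeq2, and 2 of 2 at 10 mg with edgeR and 9 of 18 with DESeq2. The paper describes genes of the glucocorticoid receptor pathway as negatively regulated, where the decreased genes under its terms for negative regulation are Cry1 and Bmal1. The list of genes that glucocorticoids induce had a median log2 fold change of 0.06 at 10 mg and 0.51 at 20 mg. It measures other genes and does not contradict that statement. Table 2 of the paper also lists the cellular response to a corticosteroid stimulus as increased at 20 mg.

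The paper's text gives a mean of 22.1 M uniquely mapped reads per sample (SD 2.9), while its Supplementary File S2 gives a mean of 23.9 M (SD 3.12). The paper states a minimum of 28 M reads per sample, while Supplementary File S2 lists fewer raw reads for 2 libraries, the lowest with 25.1 M. For the 3 libraries of low read retention, that file lists fewer filtered than uniquely mapped reads. In the discussion the paper speaks of 3 doses of CBD, where the files hold 2 doses and a control group.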

Other observations

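The fits with the mitochondrial share, with low read retention and without mitochondrial and ribosomal RNA genes were alternatives set in advance, but their use as tests of an explanation was chosen only after the results were seen, as were the tests on the adipocyte genes within groups, on the time of day and on the first component against the mitochondrial share. The number of called genes was compared with other divisions of the same libraries into groups of 4. At 10 mg, 1 of the 35 divisions of the 8 libraries, the real one, gave as many as 5 genes with edgeR. With DESeq2, 3 of 35 gave as many as the 40 of the real division. Of the others, 1 gave 1139 genes and put the 3 libraries with less than 10% of mitochondrial counts on the same side, together with replicate 1 of the control group. Another gave 77 genes. At 20 mg, 1 of 35 divisions gave as many as the real 52 genes with edgeR, 1 of 35 as many as the 182 of DESeq2, and 1 of 35 as many as the 935 of edgeR with the mitochondrial share as a covariate. Between the doses, all 35 divisions gave at least the 0 genes of edgeR (1083 genes had an unadjusted p under 0.05 in the real one), and 7 of 35 gave at least the 12 of DESeq2. In 5 of the other 6, the 3 libraries of low read retention were on the same side, with up to 4769 genes. No value of this comparison can be had within the libraries of low retention, which hold 1 library of the higher dose. With edgeR, 2 of the divisions between the doses gave 1553 and 4513 genes, both with these 3 libraries on the same side. Of 100 divisions of all 12 libraries into 3 groups, 1, the real one, gave as many genes called in the same direction at both doses as the real 5. In the comparison of single groups with the control, 2 of the 100 gave at least the real 5 genes at 10 mg and 2 at least the real 52 at 20 mg, the real one included each time, and the others gave 3458 and 1802 genes. The one with 1802 had the 3 libraries of low retention in the group that stood for 20 mg, and the one with 3458 had 2 of them in the group that stood for 10 mg. The shares at 20 mg and at both doses argue against an arbitrary division as their source, though single divisions can give far more genes, and the shares of DESeq2 at 10 mg and between the doses do not.

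Technical explanations for the 52 genes called at 20 mg were tested by correcting for each. All 52 kept their call with the mitochondrial share as a covariate, 52 with low read retention as a factor, and 52 without mitochondrial and ribosomal RNA genes. When each library was thinned to the smallest total, 51 kept their call and 56 were called. The values for the mitochondrial share, read retention and depth argue against each of these as the whole cause. Removal of mitochondrial and ribosomal RNA genes changed little, with 53 genes called, and does not test whether a few abundant genes play a part, which stays open. The increased genes had a median GC content of 52.6% and the decreased ones 49.3% (permutation test, p = 0.0654), and their median lengths differed by less than chance would often give (permutation test, p = 0.719). These comparisons alone decide nothing. With a trend in GC content removed from each library, 44 of the 52 kept their call and 60 were called, and with a trend in gene length removed 51 kept their call and 64 were called. A trend in either is thereby unlikely to be the whole cause, while for the 8 genes that lost their call a part from GC content stays open.

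The similarity of the changes at both doses was compared with what the shared control group gives alone. The correlation of 0.557 exceeded that of simulated groups without any difference in all 50 draws (0.470 to 0.512). It was reached by 36 of 100 divisions of the real libraries, the real one included, and the correlations of the others ranged from 0.043 to 0.821. The same sign at both doses was found for 67.8% of the genes, and 45 of the 100 divisions, the real one included, gave at least that share. The correlation over all genes is therefore consistent with the shared control libraries alone (36 of 100). The simulated groups gave at most 2 calls at the lower and 4 at the higher dose and none at both doses, against 5, 52 and 5 here. Larger changes at 20 mg among the genes called at 20 mg could come from the choice of genes. Among the 24 genes called for the mean of both doses, where that choice favours neither dose, the difference remained (exact permutation test, p = 0.0286, the smallest the test can give), which argues against the choice of genes as the whole cause. That p was reached with all 8 treated mice and lost with any of them left out. Times of killing that differed between the doses could also give larger changes of clock genes at 20 mg. This stays open, since the times are not stated.

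The gene lists gave the following medians of the log2 fold change at 10 mg and 20 mg beyond the clock and glucocorticoid lists. Adipocyte genes had -1.43 and -2.13, lower for 14 of 14 genes at each dose (camera, adjusted p = 1.0e-08 and 1.5e-12; fry, adjusted p = 0.165 and 0.0282). Targets of AhR, CAR and PXR had 0.06 and 0.27 (adjusted p = 0.437 and 0.0043), immediate early genes -0.37 and -0.25 (0.0025 and 0.463), and markers of the S1 and S2 segments of the proximal tubule -0.17 and -0.25 (0.0025 and 3.3e-04). Markers of the S3 segment had 0.14 and 0.06 (0.0870 and 0.741), of the thick ascending limb 0.11 and -0.11 (0.173 and 0.425) and of the distal convoluted tubule -0.20 and -0.34 (0.0844 and 0.0022). Principal cells had 0.18 and 0.13 (0.407 and 0.483), intercalated cells -0.16 and -0.20 (0.0585 and 0.0911), podocytes -0.12 and 0.15 (0.198 and 0.222) and endothelium 0.02 and 0.14 (0.775 and 0.425). Immune cells had 3.9e-05 and 0.05 (0.775 and 0.741), erythroid cells -0.31 and -0.09 (0.0844 and 0.741) and liver 0.09 and 0.33 (0.775 and 0.222). Adrenal cortex and skeletal muscle had 2 genes tested each and gave no test. The adipocyte median at 10 mg was -0.80 without replicate 3 of the group treated with 10 mg, with 15 of 15 genes lower. With low read retention as a factor it was -0.81, with 14 of 14 lower. Without replicate 1 of the control group, the immediate early genes had a median of -0.20 at 10 mg and lost their call (camera, adjusted p = 0.117). Of the calls by camera, 2 held under fry at 10 mg, among them that of the clock output genes but not that of the adipocyte genes, and 7 at 20 mg, among them those of the clock output genes, the glucocorticoid list, adipocytes, AhR, CAR and PXR targets, the S1 and S2 segments and the distal convoluted tubule. Over all genes tested, edgeR called 0 adipocyte genes at 10 mg and 1 at 20 mg, and 8 and 12 when adjusted over the list alone. For targets of AhR, CAR and PXR these numbers were 0 and 1, and 0 and 5 when adjusted over the list alone. For the S1 and S2 segments they were 0 and 2, and 1 and 3 when adjusted over the list alone. When adjusted over the list alone, 3 immediate early genes and 2 liver genes were called at 10 mg, and 2 genes of the distal convoluted tubule and 1 of the endothelium at 20 mg, where none was called over all genes tested. The lists of the S3 segment, thick ascending limb, principal and intercalated cells, podocytes, immune cells and erythroid cells had 0 calls either way, against 973 and 1450 genes with an unadjusted p under 0.05 at 10 mg and 20 mg. At 10 mg, 1 of 35 divisions of the libraries gave as many as the real 9 lists, but at 20 mg 6 of 35 gave at least the real 8. The number of lists called by camera at 20 mg could therefore arise from an arbitrary division.

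The adipocyte genes raise the possibility that less fat tissue was collected with the kidneys of treated mice. Of the 16 genes, 14 passed the filter on low counts in these kidneys, and 1 of them, Car3, is among the genes called at 20 mg. Their levels were low apart from Scd1, Fabp4, Car3, Lipe and Cfd, which had means of 184, 110, 33.6, 29.4 and 16.3 CPM. Within groups, the median correlation between adipocyte genes was 0.538, against -0.006 for random lists of genes (upper end of the central 95% of 1000 lists, 0.157), so these genes vary together between mice of the same group. Differing amounts of fat between mice could do this. A regulation of fat genes by CBD cannot do it among control mice, which received none and whose scores for the list ranged from -0.15 to 1.42. The correlation within groups does not show what lowered these genes in treated mice, where both explanations stay open. The score of the list did not separate the groups beyond the spread between mice (exact permutation test, p = 0.114 at 10 mg and 0.0571 at 20 mg). With this score as a covariate, 0 of the 23 decreased and 1 of the 29 increased genes kept their call, while 21 and 28 had an unadjusted p under 0.05. As 54.8% of the variance of the score lay between groups, the covariate also removes the effect of the dose, so the explanations cannot be told apart.

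Dbp and Per3 were increased and Bmal1 and Npas2 decreased, genes of opposite phases of the clock, and each of them separated treated from control mice at both doses (exact permutation test, p = 0.0286, the smallest possible). A shift of the clock by CBD and killing at different times of day could both give this pattern. They cannot be told apart, since the time of killing is not stated and no gene in the files records it independently of the clock.

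The first principal component was highest in the 4 libraries with less than 10% of mitochondrial counts. The first component was also computed without mitochondrial and ribosomal RNA genes. Within the other 8 libraries, that component had a Pearson correlation of -0.116 with the log2 mitochondrial share (exact permutation test, p = 0.778). Spearman's rho was -0.071 (exact permutation test, p = 0.882). Without the 2 libraries farthest from the median the Pearson correlation was -0.123. A difference between these 4 libraries and the rest in handling of the tissue or the RNA is thus possible but cannot be told apart from other differences between them, as the 4 libraries are too few to test within. Across genes, which are not independent replicates, the loading on the first component of all genes tested was also examined. It had a Spearman correlation of 0.379 with GC content and of -0.235 with gene length. The former is in line with a GC bias between libraries. The latter is weaker and does not exclude a part from gene length, which was not removed from this component.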
